A study of Mus musculus with 9 samples. Its data were reported in "Role of cell-type specific nucleosome positioning in inducible activation of mammalian promoters" (2020).

How the data were processed

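Gene expression was measured in mouse 3T3 fibroblasts, an immortalised embryonic fibroblast line, on Affymetrix mouse Gene 1.0 ST arrays, in which probes spread along each transcript are summarised to 1 value per transcript cluster. The 9 arrays fell into 3 groups of 3 by their labels: unstimulated control cells, control cells given tumour necrosis factor (TNF-α) at 5 ng per ml for 1 h, and BAF-knockdown cells given the same treatment. BAF knockdown means stable expression of 1 short hairpin RNA directed at a sequence that Brg1 and Brm have in common. These are the ATPase subunits of the BAF nucleosome remodelling complex, and their genes are Smarca4 and Smarca2. Unstimulated BAF-knockdown cells were not analysed here, so the response to TNF in knockdown cells could not be measured within that line.

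The deposited values were log2 signals that the authors had obtained by RMA, which corrects the background, quantile normalizes the arrays and summarises the probes of a transcript cluster by median polish. The software and its version for that step are not given in the labels. The values ran from 3.36 to 14.61, and the medians of the arrays from 7.77 to 7.83, over 27024 transcript clusters on each array. Correlations between arrays lay between 0.992 and 0.998. At least 2 of the 9 arrays held exactly the same value in 50.9% of the transcript clusters, and 0 pairs of arrays were identical throughout. Arrays give no read depth, so the number of arrays limits the precision.

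Transcript clusters were named from the platform's annotation table, which lists 1 gene symbol for 21319 of them, several for 1430 and none for 4275. Gene identifiers were looked up in the reference table of the organism, where 21237 matched and 0 symbols needed an update. Of the 930 genes with more than 1 transcript cluster, the one with the highest mean over the 9 arrays was used, which left 19698 genes to test. Clusters with several symbols or none were tested apart and name no gene. The genome build behind the array annotation is not given in the sources used here, so no positions are printed.

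Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 mean per group over all 9 arrays, 6 residual degrees of freedom, two-sided). P values were adjusted by the Benjamini-Hochberg method over all 19698 genes, and a gene was called at an adjusted p under 0.05. All differences are on the log2 scale: TNF-treated minus unstimulated control cells, and BAF-knockdown minus control cells, both TNF-treated. The methods name a Student's test of replicate arrays with a difference above 0.35 for induced genes, and a difference above 0.3 for genes that depend on BAF or are inhibited by it. Shares of genes past 0.3 are therefore given too, with exact Clopper-Pearson 95% intervals and Fisher's exact test, two-sided. Genes called induced by TNF form the induced set, and the percent of the TNF rise kept is the difference between knockdown and unstimulated control cells over that between TNF-treated and unstimulated control cells.

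The groups share replicate numbers, and replicates were made on different days according to the methods. Same-numbered arrays deviated together from their group means, with correlations from 0.21 to 0.724, against -0.566 to 0.0111 for arrays of different numbers. Every same-numbered pair thus exceeded the minimum of 0.1 set beforehand, so the numbers were taken to pair the arrays, and a second fit added the replicate number as a block. Its result is called the blocked value below and stands beside a result where it changes a call or moves a count by more than 1.5 times.

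A total of 16 gene lists with 489 entries was fixed before the data were examined, and 463 of these entries were measured. The lists were NF-kB feedback and signalling, chemokines and cytokines, inflammatory effectors and adhesion, immediate early genes, interferon-stimulated genes, BAF complex subunits other than the knockdown targets, other ATP-dependent remodellers, collagens and extracellular matrix, contractile and SRF targets, cell cycle, p53 targets, sterol and fatty acid synthesis, adipocyte and preadipocyte genes, unfolded protein and amino acid stress, and markers of leukocytes and of epithelial and endothelial cells. Sesn2 stood in more than 1 list and is counted in each. The other 26 list genes were not analysed here, among them Nfkb1, Isg15 and Cdkn1a. Each list was tested against all other genes with limma's camera at a preset correlation between genes of 0.01, adjusted over the 16 lists, and again with the correlation estimated from the data.

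The genes named in the text follow a rule fixed before the data were examined: per comparison, the 12 largest rises and falls among called genes whose 3 arrays of one group all lay beyond the 3 of the other. To these were added up to 12 induced genes called lower and 8 called higher in the knockdown, and 2 to 4 members per list by size of difference, called ones first. Smarca4, Smarca2 and 9 of the genes whose promoters the study shows completed the set, which did not include Trim21, shown in its supplement. The rule was applied in the same way to the blocked fit. Predicted genes were counted and not named.

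Each fit was tested on simulated data with 200 changed genes among 19698. Changes of 0.5 were recovered for 83.6% of genes in the TNF comparison and for 73.1% in the knockdown comparison, changes of 1 and of 2 for 100%, with 9 and 6 false calls. With the block, 92.5% and 100% were recovered at 0.5, and 100% and 98.5% at 1, with 14 and 10 false calls. These rates hold for the simulated changes alone. Without the block, some observed differences over 2 were not called. Examples are Ch25h (2.42, adjusted p = 0.191) and Nr4a1 (2.34, 0.338) after TNF, and Dcn (-2.13, 0.256) in the knockdown. Both comparisons use the TNF-treated control arrays, so 100 draws of an unchanged knockdown group were simulated against them. Induced genes were compared with 10000 random gene sets matched in 10 bins of mean level and 10 of residual spread.

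Alternatives tried were the replicate block, only the 2 groups of a comparison in the fit, a trended and robust variance prior, array weights, median centring, quantile normalization, genes above the median level alone, all transcript clusters as features, the mean over the clusters of a gene, the methods' t-test with differences of 0.35 and 0.3 (named for induction alone, and called the induction test where applied to the knockdown), the methods' rule for induction, limma calls in place of the 0.3 difference, estimated correlations in camera, and each array left out in turn. The blocked fit without all arrays of 1 number was added after the data were seen. Centring and quantile normalization moved the median difference over all genes by less than 0.1 log2 in either comparison. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.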

Results

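Transcript levels were compared among 3 groups of 3T3 fibroblasts, with 3 arrays in each. Unstimulated control cells and TNF-treated control cells give the early response to TNF, an inflammatory cytokine that acts largely through the transcription factor NF-kB. TNF-treated control cells and TNF-treated BAF-knockdown cells give the genes whose level differed when the remodelling ATPases Brg1 and Brm were depleted. The first principal component held 39.0% of the variance and the second 20.9%. On the first, the knockdown arrays lay at 17.8, 4.0 and 22.6 (arrays 1, 2 and 3), and the 6 control arrays between -19.8 and 1.94, so knockdown array 2 lay nearest to the controls. Levels below are RMA log2 signals, given as mean ± SD with n = 3 arrays, and differences carry the standard error of the limma fit.

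The knockdown was first examined through its targets. Smarca4, which encodes Brg1 (transcript cluster 10583697), stood at 11.62 ± 0.05 in unstimulated and 11.57 ± 0.04 in TNF-treated control cells, and at 10.46 ± 0.19 in BAF-knockdown cells. It fell 2.15-fold with the knockdown (difference -1.11 ± 0.09, limma adjusted p = 0.00362). Smarca2, which encodes Brm (transcript cluster 10462237), stood at 9.45 ± 0.43, 9.57 ± 0.22 and 9.21 ± 0.15 in the same groups. Its difference of -0.36 ± 0.20, or 1.29-fold lower, did not pass the test (adjusted p = 0.734, blocked 0.129). Of the 26 other BAF subunits measured, 0 were called in the knockdown by limma, without or with the block, while 2 were higher at an unadjusted p under 0.05 and 0 by the methods' t-test.

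TNF raised 27 genes within 1 h in control cells. The largest rise was that of Il1a, the cytokine interleukin-1α, from 6.08 ± 0.57 to 9.40 ± 0.69 (9.97-fold, difference 3.32 ± 0.41, adjusted p = 0.0244). Its unstimulated mean lay below the first quartiles of the unstimulated arrays (6.38 to 6.42). Whether that level exceeded background was not tested, so the fold is uncertain. The neutrophil chemoattractant Cxcl2 rose 7.57-fold (2.92 ± 0.24, adjusted p = 0.00297) and Tnfaip3, a ubiquitin-editing inhibitor of NF-kB signalling, 7.37-fold (2.88 ± 0.16, adjusted p = 0.000329). Ccl2, a monocyte chemoattractant, rose 5.02-fold to 13.26 ± 0.05 (2.33 ± 0.16, adjusted p = 0.000891). The transcription factor Egr2 (2.75), the growth factor epiregulin, Ereg (2.59), the chemokines Ccl7 (2.38), Ccl20 (1.65) and Ccl3 (1.42), the vasoactive peptide precursor Adm (1.73), the NF-kB inhibitor Nfkbie (1.67) and Rnd1 (1.67) completed the 12 largest rises. The other named rises were those of Nfkbia (1.38), Irf1 (1.37), Ptges (1.11), Cxcl1 (1.10), Birc3 (1.00), Ier3 (0.94), Nfkbiz (0.91), Tnfaip2 (0.81), Junb (0.77), Tnip1 (0.72), Atf3 (0.72), Zfp599 (0.56), Gadd45b (0.50) and Zfp36l2 (0.39), and 1 predicted gene also rose. A second, dimmer transcript cluster of Irf1 differed by 0.41.

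**Figure D1:**
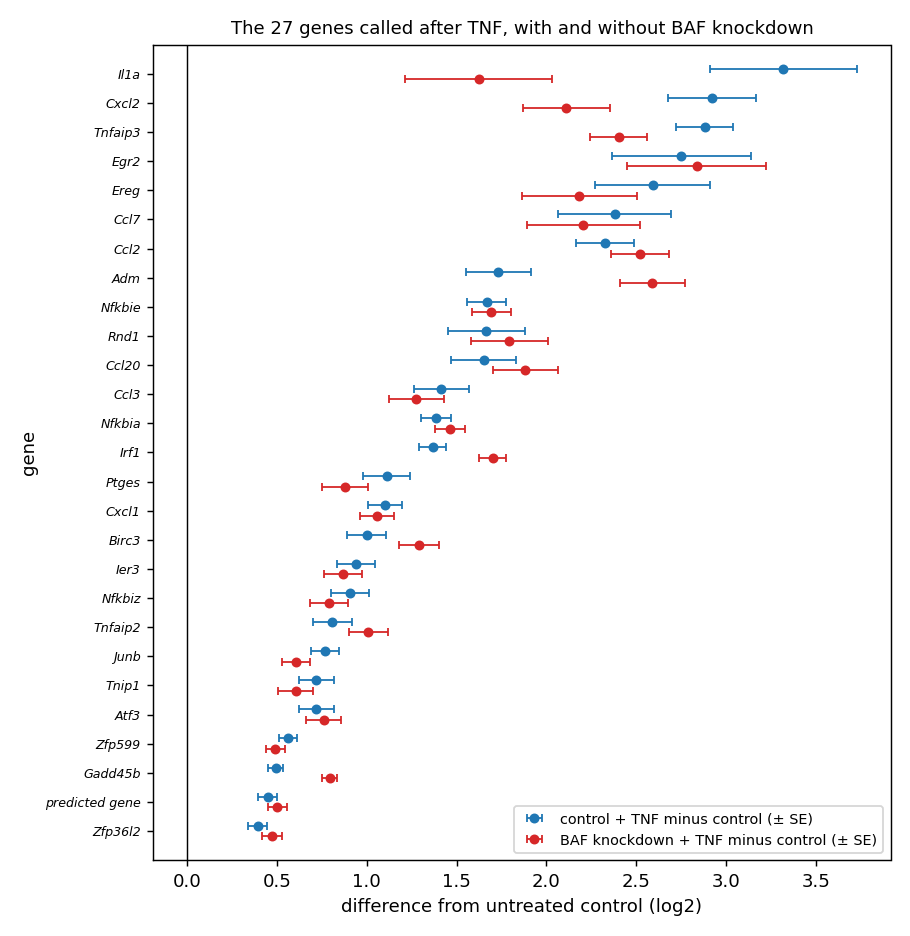
Log2 difference from unstimulated control cells (x axis) for the 27 genes raised by TNF (y axis), in TNF-treated control cells and in TNF-treated BAF-knockdown cells, with points at the fitted difference and bars of 1 standard error (n = 3 arrays per group). Il1a lies at 3.32 in control and 1.62 in knockdown cells, and Adm at 1.73 and 2.59.

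No gene was called lower after TNF by limma, while 605 genes had an unadjusted p under 0.05 (364 higher, 241 lower) and the methods' t-test for induction, with a difference over 0.35, gave 107 higher and 8 lower genes (1 and 0 after adjustment). With the replicate block, 72 genes were called higher and 6 lower, including all 27. The block added rises of Ch25h, a cholesterol hydroxylase (2.42, blocked adjusted p = 0.000334), of the immediate early transcription factors Nr4a1 (2.34, 0.0415) and Egr1 (2.15, 0.00839), of the chemokine Cxcl10 (2.30, 0.0034) and of the cytokine Lif (2.17, 0.00653). It also called falls of Lfng, a modifier of Notch receptors (-0.59, 0.0341), of the transcription factor Snai1 (-0.45, 0.0194) and of Hoxa3 (-0.38, 0.0495). In all 27 genes the 3 treated arrays lay above the 3 unstimulated ones. Separation of these groups in either direction was seen in 5.97% of all genes. Chance gives 10% for exchangeable arrays, which arrays paired by number are not. Only 9 of the 27 were called without TNF-treated control array 1, namely Ccl2, Cxcl1, Cxcl2, Gadd45b, Irf1, Nfkbia, Nfkbie, Tnfaip3 and Zfp599, and 11 and 13 genes were called without unstimulated arrays 1 and 3, 17 and 13 without TNF-treated control arrays 2 and 3. The blocked fit called 0 genes higher when all arrays numbered 1 were left out, 74 without those numbered 2 and 18 without those numbered 3.

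By group, the response was densest in the 4 lists of TNF-responsive genes. Of 25 measured NF-kB feedback and signalling genes, 7 rose, 0 fell and 18 were not called (blocked 11 higher), and 14 rose when adjusted over the list alone (blocked 18), with Tnfaip3, Nfkbie, Nfkbia and Birc3 in front (camera adjusted p = 6.86e-43). Of 32 chemokines and cytokines, 6 rose and 26 were not called (14 higher adjusted over the list alone; with the block 10, and 20 higher and 1 lower over the list alone), among them Il1a, Cxcl2, Ccl7 and Ccl2 (camera adjusted p = 2.94e-30). Of 37 immediate early genes, 6 rose and 31 were not called (22 higher adjusted over the list alone; with the block 15 and 28), among them Egr2, Rnd1, Ier3 and Junb (camera adjusted p = 1.72e-46). Of 27 inflammatory effectors and adhesion genes, the transcription factor Irf1 and the prostaglandin E synthase Ptges rose and 25 were not called (11 higher adjusted over the list alone; with the block 6 and 15; camera adjusted p = 5.57e-22). These 4 lists stayed called with an estimated correlation, at adjusted p = 0.00225, 0.000578, 0.0058 and 0.00172 in the order given.

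Among the other lists, the 25 contractile and SRF targets were higher as a list (camera adjusted p = 0.00632) with 0 members called by limma, without or with the block, 0 adjusted over the list alone without the block and 4 higher with it, 1 higher at an unadjusted p under 0.05 and 0 by the methods' t-test. That call was lost with an estimated correlation (adjusted p = 0.363), without unstimulated array 1 (0.146), without TNF-treated control array 1 (0.145) and in the blocked fit without all arrays numbered 1 (0.124). Its members with the largest differences were Ankrd1 (0.79), Ccn2 (0.73) and Srf itself (0.46), none of them called. The remaining 11 lists were not called after TNF. Their camera adjusted p was 0.054 for BAF subunits, 0.0745 for interferon-stimulated genes, for cell cycle genes and for p53 targets, 0.103 for collagens and extracellular matrix, 0.321 for sterol and fatty acid synthesis, 0.459 for other remodellers, 0.563 for leukocyte markers, 0.817 for adipocyte genes, and 0.853 for both unfolded protein stress and epithelial and endothelial markers. The block took 5 of them past the threshold, interferon-stimulated genes and p53 targets upward (both 0.0344) and BAF subunits (0.0344), collagens and extracellular matrix and cell cycle genes (both 0.0301) downward, and none of the 5 was called with the block and an estimated correlation. Of the p53 targets, Fas (0.83) and Gadd45a (0.60) were called with the block (both 0.017), and 2 were called without it when adjusted over the list alone. Of the unfolded protein and amino acid stress genes, 1 was called when adjusted over the list alone. Leaving out 1 array called cell cycle genes lower (7.13e-06 without unstimulated array 2, 0.000529 and 0.000107 without TNF-treated control arrays 1 and 3) or higher (0.0487 without TNF-treated control array 2), and likewise sterol genes lower (6.87e-05, 0.000591 and 0.0415) or higher (0.00185). Collagens and extracellular matrix were called without unstimulated array 3 (0.000526) or TNF-treated control array 2 (0.00164), interferon-stimulated genes without unstimulated array 2 (0.0161), TNF-treated control array 1 (0.00836) or knockdown array 3 (0.0453), and unfolded protein stress without TNF-treated control array 2 (0.0364). BAF subunits were called at 0.0243 to 0.0489 without unstimulated array 3, TNF-treated control arrays 1 or 3 or knockdown arrays 1 or 3, and p53 targets at 0.0364 to 0.0489 without unstimulated array 1 or TNF-treated control arrays 2 or 3. Without dim genes p53 targets were called as well (0.00979). The median, mean and test did not share a sign for adipocyte genes and for epithelial and endothelial markers. The largest difference among leukocyte markers was that of Nkg7 (-0.10) and among epithelial and endothelial markers that of Cldn3 (0.10).

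BAF knockdown lowered 20 genes and raised 7 in TNF-treated cells. The largest rise was that of Cldn1, a tight junction protein, from 6.20 ± 0.19 to 8.87 ± 0.76 (6.38-fold, difference 2.67 ± 0.31, adjusted p = 0.0241). Its control mean lay below the first quartiles of the TNF-treated control arrays (6.38 to 6.44). Whether that level exceeded background was not tested, so this fold is uncertain too. The largest falls were those of the netrin receptor Unc5c, from 9.89 ± 0.10 to 7.99 ± 0.31 (3.71-fold, -1.89 ± 0.13, adjusted p = 0.00266), of Tcim (-1.89 ± 0.21, adjusted p = 0.0209), of the netrin-G ligand Lrrc4c (-1.86 ± 0.12, adjusted p = 0.00196) and of the protocadherin Pcdh7 (-1.54 ± 0.12, adjusted p = 0.00362). Besides Smarca4, the transcription factor Ebf1 (-1.09), the collagen gene Col12a1 (-1.03), the sorting receptor Sort1 (-0.76), the matrix protein periostin, Postn (-0.75), the membrane-bound transcription factor Creb3l1 (-0.74), the pro-apoptotic Bcl2l11 (-0.66) and Sertad4 (-0.64) fell. The other rises were those of the phosphatase Dusp22 (0.72), Gca (0.65), the transcriptional repressor Hic1 (0.62), Cenpv (0.58), the peroxisomal enzyme Pecr (0.48) and Gadd45b (0.30).

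**Figure D2:**
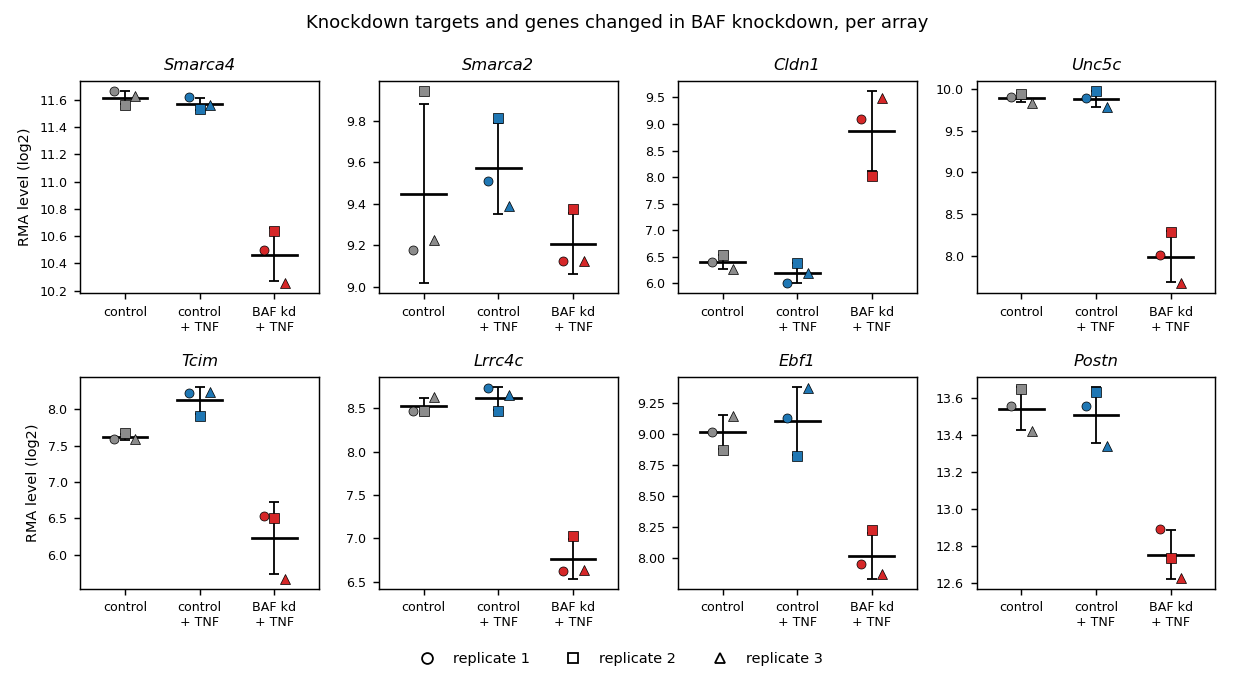
RMA log2 level (y axis, a separate scale per gene that does not start at 0) of Smarca4, Smarca2 and 6 genes called in the knockdown, in unstimulated control, TNF-treated control and TNF-treated BAF-knockdown cells, with 1 point per array, its shape giving the replicate number, and lines at the mean ± SD (n = 3). Between the TNF-treated groups the mean of Smarca4 falls from 11.57 to 10.46 and that of Cldn1 rises from 6.20 to 8.87.

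With the replicate block, 193 genes were called higher and 459 lower, including all 27. The block added falls of the proteoglycan decorin, Dcn (-2.13, blocked adjusted p = 0.00101), the anti-angiogenic serpin Serpinf1 (-1.94, 0.00197), the hyaluronan synthase Has2 (-1.89, 0.00439) and haptoglobin, Hp (-1.80, 6.72e-05), and of Nat8f5 (-2.00), Serpinb10 (-1.85), Lrrc17 (-1.83) and P2ry10b (-1.70). It added rises of the collagen prolyl hydroxylase P3h2 (1.56, 0.0251), Ripor2 (1.53, 0.000168), Amigo2 (1.51), Ctso (1.45), the melanocortin receptor Mc5r (1.37), Ptpn13 (1.37), Fmo1 (1.24) and the peptide transporter Tap2 (1.21, 0.0339). The 27 genes called without the block were all separated between the groups, as were 10.1% of all genes (10% by chance for exchangeable arrays, which these are not). At an unadjusted p under 0.05 there were 1661 genes (726 higher, 935 lower). The methods use a difference over 0.3 alone for the knockdown, which gave 368 higher and 645 lower, and their induction test applied here with that difference gave 146 and 287 (0 and 0 after adjustment). Without knockdown array 2 the counts were 51 higher and 103 lower, with all 27 among them. Without knockdown arrays 1 and 3 they were 1 higher and 7 lower, and 0 and 9, without TNF-treated control arrays 1, 2 and 3 they were 0 and 8, 0 and 11, and 0 and 6, and without unstimulated arrays 1 and 2 they were 2 and 8, and 4 and 13. Smarca4, Col12a1, Lrrc4c, Pcdh7 and Unc5c were called without any single array. The blocked fit without all arrays numbered 1 called 0 genes in either direction, and without those numbered 3 it called 23 higher and 77 lower.

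Among the fixed lists, collagens and extracellular matrix held most of the called falls. Of its 51 measured genes, 3 fell, Col12a1, Postn and the proteoglycan versican, Vcan (-0.61 ± 0.06, adjusted p = 0.00719), 0 rose and 48 were not called, and 10 fell when adjusted over the list alone. With the block 13 fell, Dcn, the basement membrane gene Nid1 (-1.33) and Col3a1 (-0.93) among them, and 1 rose. The list was lower as a whole (camera adjusted p = 1.26e-06), which was lost with an estimated correlation (adjusted p = 0.603). Interferon-stimulated genes, induced in antiviral defence, were higher as a list, with a median difference of 0.19 (0.11 without TNF-treated control array 1) and 30 of 35 above 0 (camera adjusted p = 1.00e-09, or adjusted p = 0.516 with an estimated correlation). Of the 35, 0 were called by limma over all genes, 13 were higher at an unadjusted p under 0.05 and 9 by the induction test, 11 were called higher when adjusted over the list alone, and the block called 8 higher. Examples from the latter are Trim30a (1.39), the guanylate-binding protein Gbp7 (1.13), Parp14 (0.87) and Xaf1 (0.81), with blocked adjusted p between 0.0158 and 0.0428. In the same comparison the median difference of 19 leukocyte markers was 0.03 and that of 21 epithelial and endothelial markers 0.04, neither list called (0.462 and 0.138).

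The 25 contractile and SRF targets were lower as a list (camera adjusted p = 0.00613, or adjusted p = 0.603 with an estimated correlation), with 0 members called by limma, 5 lower at an unadjusted p under 0.05, 1 lower by the induction test and 1 lower when adjusted over the list alone. With the block, the smooth muscle actin Actg2 (-1.39) and the integrin Itga5 (-0.64) fell and Ankrd1 (0.95) rose. The call of that list was also lost without TNF-treated control array 1 (0.133), without knockdown array 2 (0.309), without dim genes (0.055) and in the blocked fit without all arrays numbered 1 (0.0666) or 2 (0.173). The 44 cell cycle genes, 36 of them above 0, and the 29 sterol and fatty acid synthesis genes, 24 of them above 0, were higher as lists (camera adjusted p = 0.00425 and 0.0441), each with 0 members called by limma in either fit, 0 adjusted over the list alone and 0 by the induction test, while 1 cell cycle gene was higher and 2 sterol genes were higher and 1 lower at an unadjusted p under 0.05. Both had an adjusted p of 0.803 with an estimated correlation. Both calls were lost without TNF-treated control array 2 (0.973 and 0.700, the sterol list then lower), without knockdown array 2 (0.167 and 0.309), with array weights (0.111 and 0.493) and in the blocked fit without all arrays numbered 2 (0.667 and 0.336, both lists then lower). The sterol call was also lost without unstimulated array 3 (0.0568) and with median centring (0.0525). Their members with the largest differences, none called, were Ccnd1 (0.50), Cdt1 (0.28) and Cdc25c (0.28), and Mvd (0.39), Lss (0.32) and Hsd17b7 (0.31). Over the alternatives these ran from 0.10 to 0.83, 0.10 to 0.40 and 0.16 to 0.47, and from 0.19 to 0.50, 0.09 to 0.47 and 0.06 to 0.51.

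**Figure D3:**
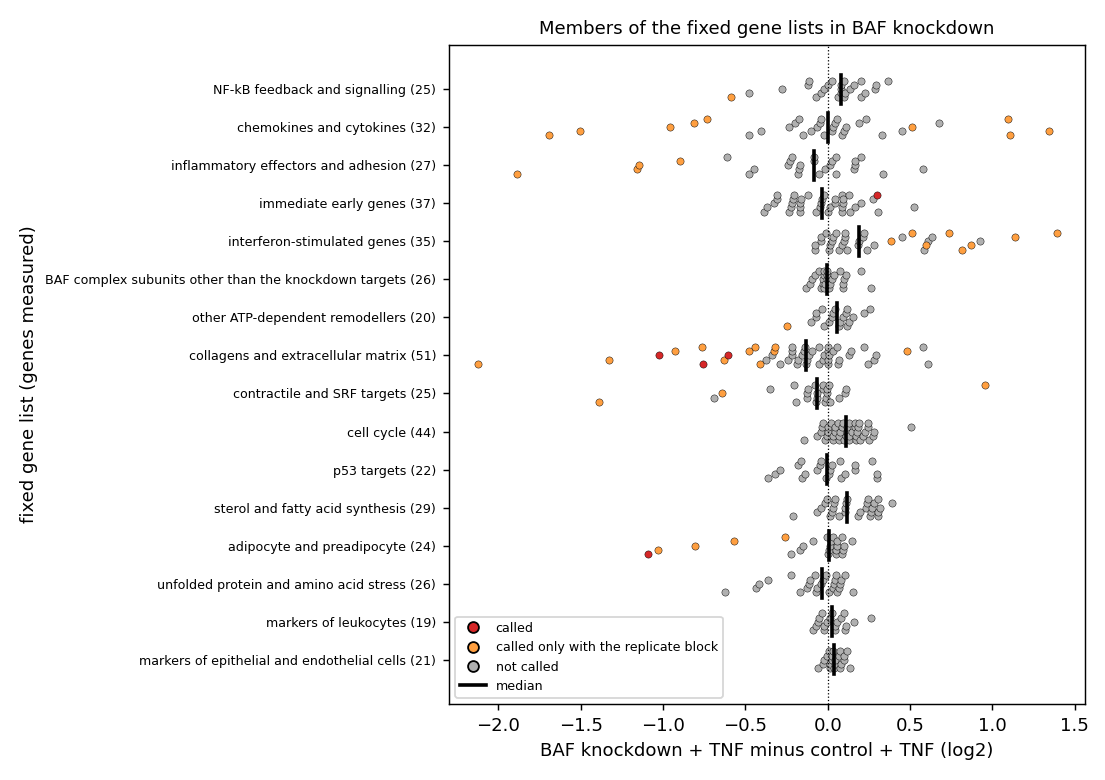
Log2 difference of BAF-knockdown from control cells, both TNF-treated (x axis), for each measured member of the 16 fixed lists (y axis), with 1 point per gene, coloured by whether it was called without the replicate block, with the block alone or not at all, and a bar at each median. The medians are 0.19 for interferon-stimulated genes, -0.13 for collagens and extracellular matrix and 0.03 for leukocyte markers.

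The other 11 lists were not called in the knockdown. Of 27 inflammatory effectors and adhesion genes, 0 were called by limma over all genes (6 lower and 1 higher at an unadjusted p under 0.05, 1 and 1 by the induction test), and 3 were lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.0679). With the block, 4 of them fell, Has2, Ch25h (-1.16), the acute phase protein Saa3 (-1.15) and Slfn2 (-0.90), and the list was lower (0.00215, or adjusted p = 0.445 with an estimated correlation). Of 32 chemokines and cytokines, 0 were called by limma (6 lower and 4 higher at an unadjusted p under 0.05, 2 and 1 by the induction test), 2 were lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.462), and with the block 5 fell, such as Il1a (-1.69) and Ccl9 (-1.51), and 4 rose, such as Cxcl10 (1.34) and Cxcl11 (1.10). Of 24 adipocyte genes, Ebf1 fell and 23 were not called (2 lower adjusted over the list alone, camera adjusted p = 0.363, but 0.00176 and called without dim genes), and with the block 5 fell, the lipid-binding protein Fabp4 (-0.81), Sfrp1 (-1.03) and Pdgfra (-0.57) among them. Of 37 immediate early genes, Gadd45b rose (camera adjusted p = 0.61), and of 25 NF-kB feedback genes 0 were called by limma (camera 0.363; 2 lower and 1 higher at an unadjusted p under 0.05, 0 by the induction test) and Tnip3 fell with the block (-0.59, 0.0127). Camera gave 0.157 for unfolded protein stress, 0.202 for other remodellers, 0.706 for BAF subunits and 0.912 for p53 targets. In these 4 lists 0 members were called by limma, when adjusted over the list alone or by the induction test, with 3, 2, 2 and 6 members at an unadjusted p under 0.05, and the block called the remodeller gene Smarca1 (-0.25, 0.0301). Leaving out 1 array called NF-kB feedback genes (0.0308 without knockdown array 2), immediate early genes (0.0344 without knockdown array 1), other remodellers (0.029 without TNF-treated control array 1), unfolded protein stress (0.00428 and 0.00125 without TNF-treated control array 2 and knockdown array 2, and 8.81e-07 in the blocked fit without all arrays numbered 2), epithelial and endothelial markers (0.0484 and 0.0349 without TNF-treated control array 2 and knockdown array 3) and inflammatory effectors (0.0184 to 0.0349 without TNF-treated control array 3 or knockdown arrays 1 or 3). The median, mean and test did not share a sign for chemokines, BAF subunits, p53 targets and adipocyte genes. Preset camera called up to 9 of the 16 lists when the 6 arrays of either comparison were divided otherwise.

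Whether TNF-induced genes depended on BAF was examined through the 27 induced genes. In knockdown cells 26 of them remained above unstimulated control cells by limma. The median percent of the TNF rise kept was 101.5 (quartiles 85.5 and 113). For the 72 genes induced in the blocked fit it was 95.4 (quartiles 73.9 and 116). Il1a, whose unstimulated level was not tested against background, kept 48.9%, with 7.70 ± 0.54 in knockdown cells. It did not pass the test against unstimulated cells (1.62, adjusted p = 0.132). By the 0.3 difference, 4 of 27 were lower in the knockdown, or 14.8% (exact interval 4.19 to 33.7), against 3.26% of the other genes (Fisher's exact p = 0.011). These were Il1a (-1.69), Cxcl2 (-0.81), Tnfaip3 (-0.48) and Ereg (-0.41). Another 2 were higher, Adm (0.85) and Irf1 (0.33), or 7.41% (exact interval 0.91 to 24.3), against 1.86% (Fisher's exact p = 0.09). By limma 0 of the 27 were called lower and Gadd45b was called higher, while 3 were lower and 4 higher at an unadjusted p under 0.05, and 1 lower and 2 higher by the induction test. With 1 array left out and the induced genes called anew, the share lower was 29.4% without TNF-treated control array 2, 26.1% and 23.8% without knockdown arrays 1 and 3, 23.1% without unstimulated array 3 or TNF-treated control array 3. It was 22.2% without TNF-treated control array 1 and 11.1% without knockdown array 2. The share higher was 14.8% with quantile normalization, 3.7% with the mean over the clusters of a gene, 25.9% without knockdown array 2, 18.2% without unstimulated array 1, 15.4% without TNF-treated control array 3, 13.0% and 4.76% without knockdown arrays 1 and 3, and 11.1% without TNF-treated control array 1.

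In the blocked fit, 19 of 72 induced genes, or 26.4% (exact interval 16.7 to 38.1), were lower by over 0.3 and 7, or 9.72%, higher, against 3.19% and 1.84% of the other genes. Called lower with the block were Il1a, the receptors Hcar2 (-1.18) and Ptger4 (-0.77), Ch25h, the cytokine Il6 (-0.96), Slfn2, Cxcl2 and Tnip3, which makes 8, and called higher were Mc5r, Cxcl10, Adm, Gadd45b and the kinase Nuak2 (0.30), which makes 5. The overlap of independent lists would be 1.68 and 0.705 genes. Since both comparisons use the TNF-treated control arrays, an unchanged knockdown group was simulated, which gave a mean of 8.81% of induced genes lower without the block (95% range 2.35 to 17.0, 9 of 100 draws at or above the observed 14.8%) and 2.89% with it (0 of 100 draws at or above 26.4%). With the block, 0 of 100 draws also reached the observed share of induced genes higher (9.72%, simulated mean 1.53%) or of other genes lower (3.19%, simulated mean 0.159%). The excess over this simulation was thus not particular to induced genes being lower. With the block, both shares were also compared with gene sets matched on level and spread. The share lower (26.4%) lay above their range (6.94 to 22.2%, 18 of 10000 draws at or above). The share higher (9.72%) lay within the range for that direction (1.39 to 13.9%, 2410 of 10000). Both shares exceeded the matched means, 13.6% for lower and 7.06% for higher, and the difference between the directions was not tested. The simulation holds no knockdown effects, and part of any excess may come from the shared arrays. Its draws were wider without the block than with it (mean share of other genes lower 0.739% against 0.159%). Same-numbered arrays deviated together in the data, so the draws without the block may be too wide. Counts of those draws do not settle whether the shared arrays explain the 14.8%. The 3 TNF-treated control arrays are too few to give each comparison replicates of its own. A test that keeps 1 of them at a time out of the induction call is given below. Across genes, which are not independent replicates, the 2 differences correlated at r = -0.0946. The simulation gave -0.50, which equal noise with 1 shared group gives by construction. The covariance of the 2 differences was -0.00196, against -0.00510 simulated without and -0.00290 with the block. The observed r and covariance also hold effects of the knockdown, which the simulation does not. Neither is therefore a test of the shared arrays. By the methods' rule, 17.8% of 107 induced genes were lower and 8.41% higher, and of the 121 genes in the 4 TNF lists 17.4% and 9.92%. For these list genes the simulation without the block gave a mean of 5.93% lower (95% range 2.48 to 9.92). Of 100 draws, 0 reached the observed share lower and 8 the share higher (simulated mean 6.26%). In the simulation with the block, 0 of 100 draws reached either share (simulated means 1.90% lower and 1.73% higher). Other genes lower without the block (3.26%, simulated mean 0.739%) were also reached by 0 of 100 draws. Over all 19698 genes 3.27% were lower and 1.87% higher by over 0.3, and over the 9849 genes above the median level of unstimulated cells 5.6% and 2.83%.

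Ccl2, Rnd1 and Tnip1 rose with TNF, and their differences in the knockdown were 0.19, 0.13 and -0.11, none called. Nfkbib, another NF-kB inhibitor, differed by 0.48 after TNF (adjusted p = 0.133, blocked 0.0129) and Plekho2 by 0.44 (adjusted p = 1, blocked 0.246), with differences of 0.10 and 0.13 in the knockdown. Denr, Mcm5 and Mrpl49 differed by -0.02, -0.05 and -0.06 after TNF and by -0.06, 0.07 and 0.01 in the knockdown, none called in either fit. The antiviral gene Oas1b differed by 0.00 after TNF and by 0.51 in the knockdown (adjusted p = 0.208, blocked 0.0254).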

Values the study reported

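The study reported that the transcripts of both Brg1 and Brm were reduced around 5-fold in the knockdown fibroblasts, as measured by quantitative RT-PCR. It reported that genes needing BAF for full activity made up 8% of the genes expressed in these cells. Among inducible genes, it reported that up to 1/3 had disrupted expression after the knockdown.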

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

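Chosen only after the results were seen were the tests of control RNA, of a shift shared by the arrays numbered 2 and of gene sets of equal size for knockdown array 2, and the 3 tests on interferon-stimulated genes. The comparison of transcript clusters outside the tested genes also followed the main comparisons.

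Among transcript clusters that name no single gene, and so stood outside the comparisons above, 3 differed in the knockdown. Cluster 10355984, with no symbol listed, fell from 8.94 in TNF-treated control cells to 7.60 (-1.34, limma adjusted p = 0.0456), and cluster 10516487, also without a symbol, from 9.73 to 8.77 (-0.97, adjusted p = 0.00467). Cluster 10566333, assigned to several genes, rose from 6.55 to 7.56 (1.01, adjusted p = 0.0383). Of these 5705 clusters, 0 were called after TNF by limma.

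TNF-induced genes were lower in the knockdown by over 0.3 more often than other genes. Among the 27 called without the block, the share of 14.8% lay within the range of gene sets matched on level and spread (0 to 22.2%). The level and spread of inducible genes thus remain sufficient for those genes. Against a TNF-treated control array kept out of the call, the mean share was 17.8%, also within its range (2.56 to 22.7%). The share was within range before an array was kept out and was not smaller afterwards. That test therefore cannot decide on the shared arrays for those genes. Among the 72 called with the block, 26.4% lay above the matched range (6.94 to 22.2%, 18 of 10000 draws at or above). With a kept-out array 34.5% lay above its range (11.4 to 28.4%, 8 of 10000). For these genes this argues against level and spread, or the shared arrays, as the whole cause. The shares with arrays 1, 2 and 3 kept out were, however, 46.7%, 41.7% and 15.2%. The share higher with the block lay within both ranges. It was 9.72% for matched sets (1.39 to 13.9%, 2410 of 10000 draws at or above). With a kept-out array it was 20.4% (8.21 to 22.6%, 713 of 10000). Open for the 72 genes are the loss of Brg1 and Brm and any effect of the hairpin vector. Unstimulated knockdown cells were not analysed here. A smaller response to TNF therefore cannot be told apart from a lower level before it. The blocked call of induced genes moved with the arrays used, with 0 genes without all arrays numbered 1, 74 without those numbered 2 and 18 without those numbered 3, and the share lower among genes called without the block ran from 11.1% without knockdown array 2 to 29.4% without TNF-treated control array 2.

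Knockdown array 2 lay nearer to the control arrays than knockdown arrays 1 and 3. Over the 154 genes called without it, a median of 55.1% of the change was missing on that array, against 3.94% and -27.7% in the same test of arrays 1 and 3 (8 and 9 genes), and over 150 genes of smallest p the values were 55.0%, 21.3% and -23.2%, which argues against selection by leaving an array out. Set against the control array of its own number, 52.0% was missing, against 4.53% and -18.6%. For the genes so called, this argues against a shift shared by the arrays numbered 2. On the first principal component, however, the control arrays numbered 2 also lay lowest, at -19.8 (unstimulated) and -13.3 (TNF-treated). The other control arrays lay between -9.61 and 1.94. A shift shared by that number thus stays open for the position of knockdown array 2 on that component. Control RNA in that array would give 1 share for all genes, and the shares needed were 15.4% for Smarca4 and in the median 60.2% for rising and 46.3% for falling genes, but 20 of the 154 genes lay at or below Smarca4 (95% range -3.38 to 105%), so this spread does not set control RNA aside. Smarca4 was also least reduced there, with 21.9% of its change missing against 4.73% and -31.4% on arrays 1 and 3, so control RNA, a weaker knockdown and a weaker response of many genes in that culture remain candidate explanations that cannot be told apart. According to the methods, the hairpin vector carries green fluorescent protein and transduced cells were sorted for a high level of it. The arrays do not show how pure that culture was.

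Interferon-stimulated genes were higher in the knockdown as a list, with a median of 0.19. Leukocyte RNA would raise leukocyte markers alike, but their median was 0.025, below that of the list (two-sided permutation p = 0.0118 over 100000 resamples). That p takes genes as independent, although their estimated correlation was 0.19 in the list and 0.27 among the markers. It does not measure variation between cultures. The most abundant markers, Cd14 (level 9.69) and Cd68 (8.25), differed by 0.16 and -0.09. The list stayed called without each array in turn (highest camera adjusted p 3.32e-06, lowest 5.28e-11), although its median fell to 0.11 without TNF-treated control array 1, and within the same-numbered pairs the medians were 0.26, 0.12 and 0.27, with 32, 30 and 27 of 35 genes above 0, which argues against a single array as the whole cause. What the control cells carry is not given in the sources used here, and every knockdown array holds both the hairpin vector and the loss of Brg1 and Brm, so their effects cannot be told apart. With the estimated correlation the list was not called (adjusted p = 0.516, range over all alternatives 5.22e-11 to 0.516), so the pattern is at most a hypothesis.

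With 3 arrays against 3 there are 10 splits, so the share of splits with a result as large cannot fall under 0.1. For TNF the real split called 27 genes and the highest of the others 0, so 1 split reached 27, and for the knockdown these were 27 and 1, again with 1 split as large. With the block the real splits called 78 and 652 genes, and the highest others among the 4 splits that part all 3 pairs 0 and 0. These 4 splits include the real one, so the smallest share they can give is above 0.1. For lists tested with a preset correlation, the real split called 5 after TNF and the highest other 9, with 10 of the 10 splits at 5 or more, and in the knockdown 5 and 9, with 8 of the 10. Splits that part 1 pair gave up to 9 lists in both comparisons, and the others that part 3 pairs, as the real split does, up to 7. With the block the real counts were 10 and 6 and the highest others 7 and 8, so lists were also called where the replicate numbers were balanced, and what moves whole lists together was not tested.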

How the results depend on the processing

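The blocked fits without all arrays of 1 number were chosen after the data were seen, and the other alternatives before. Smarca4 stayed lower and past the threshold in the 17 alternatives followed for single genes (limma adjusted p 0.00119 to 0.0485). Smarca2 stayed lower and not called in them (0.129 to 0.928). Outside these 17, the blocked fit without all arrays numbered 1 called 0 genes lower in the knockdown. The methods' t-test after Benjamini-Hochberg adjustment also called 0, so Smarca4 was not called in either. Of 46 called gene results, 0 reversed, and 227 of 774 values lost the call, spread over 33 results. Of 166 gene results not called, 141 of 2791 values became past the threshold and 23 changed sign. Of 10 called list results, 21 of 210 values lost the call and 3 reversed, and of 22 not called, 51 of 458 values became past the threshold and 48 changed sign, 2 of those past the threshold. The cause was not tested in any of these cases unless fewer arrays or genes made it plain. Signal close to background limits dim genes, and removing the dimmer genes raised the counts in the knockdown.

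With the replicate block the counts were 72 higher and 6 lower after TNF and 193 higher and 459 lower in the knockdown, with 10 lists called after TNF. Among the gene and list results followed, the block added 92 and 6 calls, removed 0 and reversed 0, and it changed no other call. The blocked fit without all arrays numbered 1 called 0 higher genes after TNF and 0 higher and 0 lower in the knockdown, without those numbered 2 it called 74 and 2, and 207 and 441, with 3 lists in the knockdown, and without those numbered 3 it called 18 higher and 0 lower after TNF, 23 higher and 77 lower in the knockdown and 8 lists after TNF. In these fits some lists changed sign, given with their camera adjusted p. Without number 1 these were, after TNF, unfolded protein stress (0.905) and epithelial and endothelial markers (0.891), and in the knockdown unfolded protein stress (0.660) and leukocyte markers (0.718). Without number 2 they were, after TNF, sterol genes (0.437), leukocyte markers (0.672) and epithelial and endothelial markers (0.443), and in the knockdown chemokines (0.629), immediate early genes (0.356), BAF subunits and p53 targets (both 0.746), cell cycle genes (0.667) and sterol genes (0.336). Without number 3 they were unfolded protein stress after TNF (0.709), and NF-kB feedback genes (0.547) and p53 targets (0.754) in the knockdown. These fits also called lists not called with all arrays and no block. Without number 1 these were BAF subunits and collagens (both 0.0443) and cell cycle genes (0.0139) after TNF and inflammatory effectors in the knockdown (0.00573). Without number 2 they were interferon-stimulated genes and p53 targets after TNF (both 0.00733) and unfolded protein stress in the knockdown (8.81e-07). Without number 3 they were BAF subunits, collagens and cell cycle genes after TNF (each 0.0283) and inflammatory effectors in the knockdown (3.32e-05).

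With only the 2 groups of a comparison in the fit, which leaves fewer arrays for the spread, 15 genes were higher after TNF and 2 were higher and 6 lower in the knockdown, and p53 targets turned lower there (0.964). Array weights gave 41 higher after TNF, 19 higher and 43 lower in the knockdown and 3 lists there, with p53 targets lower (0.851), Denr after TNF at 0.025, and Mcm5 and Mrpl49 in the knockdown at -0.018 and -0.0052. Quantile normalization gave 13 higher genes in the knockdown, 14.8% of induced genes higher there (3.7% with the mean over the clusters of a gene) and turned epithelial and endothelial markers lower after TNF (0.665). Without dim genes 15 genes were higher and 37 lower in the knockdown, 5.44% of tested genes were lower by over 0.3, chemokines turned higher (0.809), and adipocyte genes in the knockdown (0.00176) and p53 targets after TNF (0.00979) became called. Lists also became called for BAF subunits after TNF with 2 groups in the fit (0.0364) and for inflammatory effectors in the knockdown with the mean over the clusters of a gene (0.0481). The estimated correlation left 0 lists called in the knockdown. Calling by limma in place of the 0.3 difference left 0% of induced genes lower. The methods' t-test for induction gave 107 higher and 8 lower genes after TNF, and applied to the knockdown with a difference over 0.3, which the methods use without a test, 146 and 287, and after Benjamini-Hochberg adjustment 1 gene higher after TNF and 0 and 0 in the knockdown.

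Leaving out each of the 9 arrays in turn, where the lone pair of a group was taken to vary like the others, gave 9 to 27 genes higher and 0 to 1 lower after TNF, and 0 to 51 higher and 6 to 103 lower in the knockdown, the highest knockdown counts without knockdown array 2. The share of induced genes lower in the knockdown ran from 11.1% (without knockdown array 2) to 29.4% (without TNF-treated control array 2), the share higher from 4.76 to 25.9%, the share of tested genes lower from 2.69 to 4.36%, the correlation across genes from -0.264 to 0.0248, the percent of the rise kept from 89.6 to 110.8 and the lists called after TNF from 5 to 10. The camera adjusted p of lists that changed sign without an array ran, after TNF, from 0.063 to 0.98 for other remodellers, 0.000526 to 0.718 for collagens, 7.13e-06 to 0.894 for cell cycle genes, 6.87e-05 to 0.894 for sterol genes, 0.14 to 0.928 for adipocyte genes, 0.0364 to 0.887 for unfolded protein stress, 0.15 to 0.98 for leukocyte markers and 0.393 to 0.974 for epithelial and endothelial markers. In the knockdown it ran from 0.0308 to 0.847 for NF-kB feedback genes, 0.177 to 0.870 for chemokines, 0.0344 to 0.700 for immediate early genes, 0.486 to 0.973 for BAF subunits, 0.457 to 0.96 for p53 targets, 3.19e-05 to 0.700 for sterol genes, 0.00125 to 0.885 for unfolded protein stress and 0.148 to 0.931 for leukocyte markers. Genes not called that changed sign ran, after TNF, from -0.43 to 0.038 for Col3a1, -0.30 to 0.027 for Birc5, -0.32 to 0.053 for Cenpf, -0.34 to 0.031 for Dhcr7, -0.067 to 0.39 for Hmgcs1, -0.14 to 0.76 for Sfrp1, -0.16 to 0.14 for Denr, -0.11 to 0.058 for Oas1b and -0.15 to 0.053 for Mcm5. In the knockdown they ran from -0.011 to 0.45 for Hells, -0.0068 to 0.28 for Plekho2, -0.18 to 0.037 for Denr, -0.033 to 0.17 for Mcm5 and -0.035 to 0.055 for Mrpl49.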

Other observations

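Some groups not yet described by gene held no called member in the knockdown without the block, and are given as values. No test reported in this part was chosen after its result was seen. Among BAF subunits, the largest differences were those of Bicral (0.26), Arid1a (0.20) and Smarcd2 (-0.13), and among other remodellers those of Hells (0.26), Smarca1 (-0.25, blocked adjusted p = 0.0301) and Chd2 (0.22). Among genes of the unfolded protein and amino acid stress responses, the cystathionine gamma-lyase gene Cth (-0.63), Vldlr (-0.44) and the cystine transporter gene Slc7a11 (-0.42) had the largest differences, and among p53 targets Sesn2 (-0.36), the death receptor gene Fas (-0.32) and Tnfrsf10b (0.30). Over the alternatives they ran from 0.17 to 0.32 for Bicral, 0.12 to 0.25 for Arid1a, -0.20 to -0.02 for Smarcd2, -0.01 to 0.45 for Hells, -0.33 to -0.16 for Smarca1 and 0.14 to 0.27 for Chd2. Cth ran from -0.88 to -0.41, Vldlr from -0.64 to -0.15, Slc7a11 from -0.59 to -0.27, Sesn2 from -0.53 to -0.26, Fas from -0.48 to -0.24 and Tnfrsf10b from 0.22 to 0.40, with Cth and Sesn2 called without knockdown array 2 (adjusted p = 0.0482 and 0.0483).

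After TNF, Slc7a11 differed by 0.33 and Ppp1r15a by 0.32, Mdm2 by 0.43, Ifit1 by 0.55, Gbp3 by 0.31 and Stard4 by 0.27, and Col1a1 and Col1a2 by -0.21 and -0.20, none of them called in either fit. Over the alternatives, in the order given, these ran from 0.19 to 0.50, 0.29 to 0.35, 0.33 to 0.54, 0.12 to 0.95, 0.25 to 0.39, 0.10 to 0.52, -0.30 to -0.08 and -0.28 to -0.09.

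Smarca4 was 2.15-fold and Smarca2 1.29-fold lower in the knockdown here. The value quoted from the study above was measured by quantitative RT-PCR, another assay, so no direction is given. The share of genes lower by over 0.3 was 3.27% of the 19698 genes tested and 5.6% of the 9849 above the median level of unstimulated cells. Neither set is that of expressed genes behind the quoted share, so no direction is given. Of the 107 genes induced by the methods' rule on these arrays, 17.8% were lower and 8.41% higher by over 0.3, again over another set than the quoted one.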
